A study of Mus musculus with 24 samples. Its data were reported in "A palmitate-rich metastatic niche enables metastasis growth via p65 acetylation resulting in pro-metastatic NF-κB signaling" (2023).

How the data were processed

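H3K9ac, the acetylation of lysine 9 on histone H3 that marks active promoters and enhancers, was profiled by ChIPmentation in spheroids of 4T1 cells, a mouse mammary carcinoma line that metastasises to the lung. In ChIPmentation, the immunoprecipitated chromatin is fragmented and tagged on the beads by the Tn5 transposase before sequencing. The series lists 24 samples. Peak lists were used for 12 of them, the H3K9ac libraries of 4 groups with 3 replicates each: cells carrying a scramble guide, CPT1a knockout cells, CPT1a knockout cells given acetate, and KAT2a knockout cells. The 12 input libraries were not analysed here. Groups and replicate numbers were taken from the labels alone. The labels and the study's methods both name an antibody against H3K9ac but give different catalogue numbers, so which antibody was used is left open. Per the labels, spheroids were collected on day 5, the medium of 3 groups held 75 µM palmitate, and that of the acetate group held 5 mM acetate; whether the latter also held palmitate is left open by the labels, while a figure legend of the study describes the spheroids compared with and without acetate as grown with palmitate.

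According to their methods, the authors trimmed the reads, aligned them to the mouse genome mm10 (GRCm38) with BWA and removed duplicates with Picard. The peak caller, its version and its use of the inputs are not stated. The layout of the deposited lists is that of MACS2 narrowPeak. In each list, the deposited score of all or nearly all peaks equalled 10 times the -log10 q rounded down. Each list was called by the authors on 1 library, with no pooling of replicates. The deposited fold enrichment of a peak is the ratio of the summit pileup to the local background of the same library, and the deposited -log10 p and -log10 q are those of the peak within its own list. These values were set by the authors' caller and were not scaled between libraries, so they served only to rank, filter or describe peaks within a list. The smallest deposited -log10 q was 2.00052, which corresponds to a q threshold of 0.01. The narrowest deposited peak was 200 bp wide, and the smallest distance between 2 peaks of a list was 52 bp. The exogenous chromatin that the authors' methods describe as a reference was not used here, so a change in the total amount of H3K9ac could not be measured.

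Peaks on chromosomes 1 to 19 and X were kept, and those on chromosome Y were set aside. No read depth was stated. A calling depth was therefore recovered for each list: assuming that the formulas of MACS2 apply, the fold enrichment and the p of a peak determine its pileup and its background, and the most frequent background level is the mean fragment coverage of the genome after scaling to the smaller of the ChIP and the input library. The inversion was made for peaks with a -log10 p below 60. On 8000 simulated peaks, the depth was recovered with an error of at most 2.6e-05%, and pileup and background were recovered for at least 99.8% of the peaks. To compare lists at equal depth, pileup and background were multiplied by the ratio of the target depth to the depth of the list, and peaks that still reached a -log10 p of 5 were kept. Target depths were 0.55, which is slightly below the lowest library, and 1.4, which 9 libraries reach. Peaks that only a deeper library could call are absent from shallow lists at any setting. Kept peaks retained their deposited start and end, so covered length and base-pair overlap at equal depth still rest on widths called at the original depth.

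Overlapping peaks of the 12 lists (at least 1 bp) were merged into regions, and a library called a region if 1 of its peaks overlapped it. Similarity of peak sets was the base-pair Jaccard index, which is the length shared by 2 lists divided by the length covered by either. A region was group-specific if it was called in 3 of 3 libraries of one group and 0 of 3 of the other. For regions called in all 12 libraries, the highest fold enrichment within the region was converted to a rank percentile within its library. A region was separated if the ranks of both groups did not overlap, which happens by chance for 10% of regions with 3 libraries against 3. Promoters were the windows within 1 kb of any annotated transcription start site (TSS) of a protein-coding gene in GENCODE vM21, and the rank of a gene was that of its strongest promoter peak among the genes with a promoter peak in all 12 libraries. Median rank changes of gene lists were placed among 10000 random lists of the same size (seed 1). GC content was computed from the GRCm38 sequence, and its trend was removed by subtracting the median rank of each of 50 GC bins in each library. Guide sequences were located by exact search of both strands of chromosomes 1 to 19 and X.

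The 4 comparisons were CPT1a knockout against scramble, KAT2a knockout against scramble, CPT1a knockout with acetate against CPT1a knockout, and CPT1a knockout with acetate against scramble. Differences in group means were tested by two-sided exact permutation tests over 20 assignments, whose smallest possible p is 0.1, with Benjamini-Hochberg adjustment over the 4 comparisons of each measure. The scramble libraries were also compared with the 9 libraries of the other groups over 220 assignments (smallest p 0.00455, significance threshold 0.05). Group structure was tested by PERMANOVA over all 15400 partitions of the 12 libraries into 4 groups of 3. Counts of regions were compared with those of the 9 other splits of the same 6 libraries. The groups, the tests, the NF-κB gene list and most alternatives were fixed before the data were examined. The sizes of the deposited lists were known when the comparison of scramble with the other groups was fixed. Alternatives fixed in advance were a stricter threshold (-log10 q of at least 5), the inclusion of all sequences, lists of equal length, merging of peaks within 500 bp, an overlap of at least 0.5 of the region, a call in at least 1 of 3 libraries in place of 2, a TSS window of 5 kb, ranks by -log10 p, a Jaccard index of regions, regions called in the 6 libraries compared, the replicate number as a block, and the omission of each replicate. Equal calling depth, the removal of the GC trend and the alternatives for the ranks of single genes were chosen after seeing the data.

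The genes named in the text were Cpt1a, Kat2a and Rela, plus any of 40 NF-κB target genes whose promoter was called in all libraries of one group and none of the other. The 40 genes comprise 5 targets that the authors measured by PCR and widely used NF-κB targets. The regions named were the 2 group-specific regions per comparison and direction with the highest minimum -log10 q over the libraries that called them. In tests on simulated data, 200 of 200 planted group-specific regions and 200 of 200 planted promoters were found among the real regions and genes. In a simulated comparison on the 12098 regions called in all libraries, 67% of planted rank changes were separated, against 9.87% of the other regions. At most 0.0238% of the peaks of a list had the same start and end in another list, so no library was counted as a duplicate. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and samtools 1.23.1.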

Results

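H3K9ac was profiled in 4T1 breast cancer spheroids to ask whether the loss of CPT1a, the enzyme that brings long-chain fatty acids into mitochondria, or of the acetyltransferase KAT2a changes histone acetylation, and whether acetate restores it. The data comprised 12 peak lists, 3 each from spheroids carrying a scramble guide, from CPT1a knockout spheroids, from CPT1a knockout spheroids supplemented with acetate and from KAT2a knockout spheroids. The lists held between 16212 and 34370 peaks, of which 11 to 45 per library lay on chromosome Y and were set aside. The calling depth, which is the mean fragment coverage of the genome at which a list was called, was 2.10 ± 0.364 in scramble, 1.27 ± 0.626 in CPT1a knockout, 1.34 ± 0.632 in CPT1a knockout with acetate and 1.503 ± 0.423 in KAT2a knockout (SD, n = 3 each). It ranged from 0.554 in CPT1a knockout replicate 3 to 2.52 in scramble replicate 1. Under the formulas of MACS2, the values of CPT1a knockout replicate 3 correspond to a ChIP coverage of 1.46 scaled by 0.378 before calling. These formulas scale the ChIP library down when the control library is the smaller one. The inputs were not analysed here, so the size of that control was not checked. Depth and group were not balanced, and the labels state no preparation or sequencing batch, so batch and group could not be told apart.

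The targeted loci were examined first. The study's Kat2a guides each matched the genome at 1 exact site. GCTTCGGCCAAACACGTGGG lies at chr11:100710558-100710577 (GRCm38, plus strand, PAM TGG) in coding exon 6 of Kat2a, and GCTCGCCTGGAAGAACGGCG at chr11:100708697-100708716 (minus strand, PAM AGG) in coding exon 10. The Cpt1a guides CACATTGTCGTGTACCACAG, at chr19:3368884-3368903 (plus strand, PAM AGG), and ACGTTGGACGAATCGGAACA, at chr19:3370798-3370817 (plus strand, PAM GGG), lie in coding exons 10 and 11 of Cpt1a. The labels do not say which guide a library carried. All 4 sites are in coding sequence, and peak lists do not show edits there, so H3K9ac at the promoters could not check the genotypes. The promoters of Cpt1a, Kat2a and Rela carried a peak in all 12 libraries.

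Ranks of these promoters by fold enrichment were compared within libraries, as percentiles among the 10637 genes with a promoter peak in every library. The Kat2a promoter ranked at 6.83 ± 1.04 in scramble, 46.6 ± 13.0 in CPT1a knockout, 27.9 ± 1.84 in CPT1a knockout with acetate and 28.6 ± 14.7 in KAT2a knockout (SD, n = 3). The differences were 39.8 for CPT1a knockout against scramble, 21.7 for KAT2a knockout against scramble, 21.05 for acetate against scramble and -18.8 for acetate against CPT1a knockout, each larger than the pooled SD and each with a two-sided exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. Kat2a was 1 of 482 promoters whose 3 scramble ranks all lay below the other 9. The ranking by -log10 p moved the difference between acetate and scramble most, to 26.5. The Cpt1a promoter ranked at 27.1 ± 13.3 in scramble, 45.2 ± 14.99 in CPT1a knockout, 57.7 ± 16.6 with acetate and 54.4 ± 3.99 in KAT2a knockout. Exact permutation p-values for Cpt1a were 0.2 for CPT1a knockout and 0.1 for KAT2a knockout against scramble, 0.5 for acetate against CPT1a knockout and 0.1 for acetate against scramble. The Rela promoter, which belongs to the gene for p65, ranked at 60.5 ± 12.1, 73.8 ± 12.8, 77.9 ± 10.5 and 69.3 ± 17.6 in scramble, CPT1a knockout, CPT1a knockout with acetate and KAT2a knockout. Its exact permutation p-values were 0.4 for CPT1a knockout and 0.5 for KAT2a knockout against scramble, 0.5 for acetate against CPT1a knockout and 0.1 for acetate against scramble. With the GC trend removed, its change in CPT1a knockout against scramble had the opposite sign, at -3.63, as had that in KAT2a knockout against scramble, at -1.77, and the difference between acetate and scramble fell from 17.5 to 1.55. Ranks by -log10 p instead separated scramble from each other group, with differences of 9.96 for CPT1a knockout, 14.3 for KAT2a knockout and 13.5 for acetate (exact permutation p = 0.1 each, the smallest possible), so the change at Rela depended on the measure that was ranked.

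Next, the extent of H3K9ac peaks was compared. Scramble libraries held 32250.3 ± 2734 peaks, CPT1a knockout 20219 ± 3713, CPT1a knockout with acetate 23174 ± 1235 and KAT2a knockout 23525 ± 776 (SD, n = 3). Relative to scramble, peak number fell by 12031 in CPT1a knockout, fell by 8725 in KAT2a knockout and fell by 9076 in CPT1a knockout with acetate. Each difference exceeded the pooled SD (3260.4, 2010 and 2122), and each had an exact permutation p of 0.1, or 0.133 after adjustment, in a design that cannot reach 0.05. With acetate, CPT1a knockout spheroids had 2955 more peaks, about the pooled SD of 2767 (exact permutation p = 0.3), and without CPT1a knockout replicate 3 this difference was 945.5. Among the alternatives, an equal calling depth of 0.55 moved peak number most: the differences from scramble became 266, 1686 and 1793 for CPT1a knockout, KAT2a knockout and acetate, all positive. Each was below its pooled SD (865, 1688 and 2563), with exact permutation p-values of 0.6, 0.5 and 0.7, so no difference in either direction was shown.

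Scramble peaks were narrower. Their median width was 630.3 ± 51.3 bp, against 1054 ± 83.8 bp in CPT1a knockout, 901.7 ± 84.0 bp with acetate and 993.7 ± 76.4 bp in KAT2a knockout. The genome covered by peaks was 39.5 ± 6.06 Mb in scramble, 26.5 ± 6.12 Mb in CPT1a knockout, 29.6 ± 3.95 Mb with acetate and 31.8 ± 4.10 Mb in KAT2a knockout. It differed from scramble by -13.0 Mb in CPT1a knockout (pooled SD 6.09, exact permutation p = 0.1), by -7.71 Mb in KAT2a knockout (SD 5.17, p = 0.2) and by -9.94 Mb with acetate (SD 5.11, p = 0.1), with adjusted values of 0.2, 0.267 and 0.2. Without scramble replicate 1, these differences from scramble were -9.60, -4.35 and -6.58 Mb for CPT1a knockout, KAT2a knockout and acetate. At an equal calling depth of 0.55 they were -7.99, -3.36 and -5.47 Mb. Kept peaks retained their deposited widths there, so these values cannot show whether covered length would differ at equal depth. Between acetate and CPT1a knockout the difference of 3.02 Mb was within the pooled SD of 5.15 (exact permutation p = 0.6). It became -0.478 Mb without CPT1a knockout replicate 3.

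**Figure D1:**
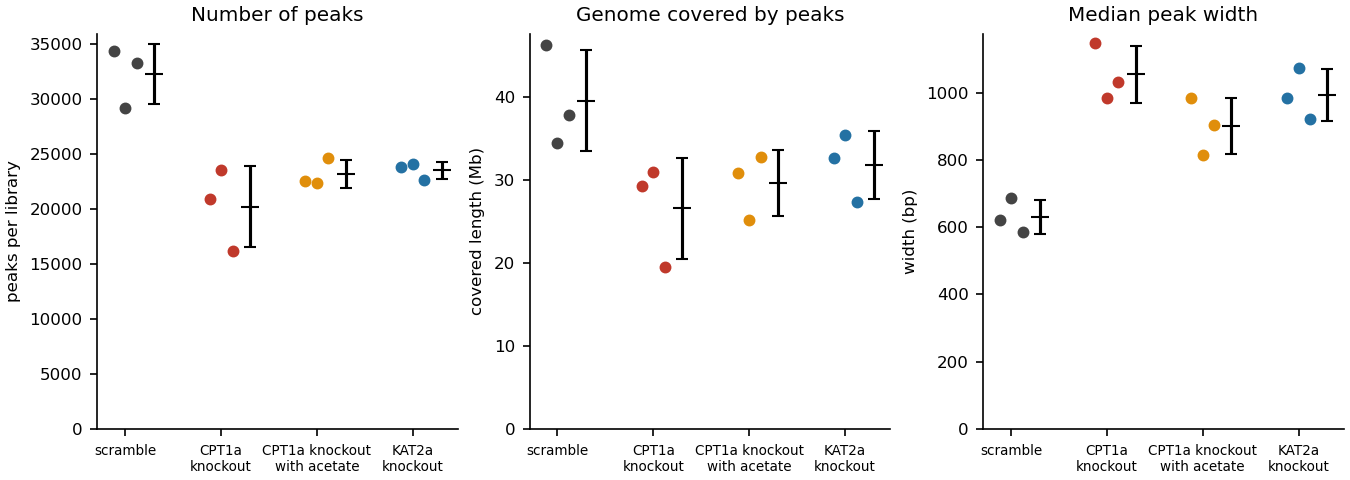
Number of peaks, genome covered by peaks (Mb) and median peak width (bp) for each of the 12 libraries (points), with the mean and SD of each group of 3 (bars). The scramble libraries hold 29153 to 34330 peaks, above the 16201 to 24594 of the other 9, and their median widths of 585 to 686 bp lie below the 816 to 1147 bp of the others.

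Taking the other 3 groups together allowed a test that can pass 0.05. The 9 libraries had 22306 ± 2540 peaks, a difference from scramble of -9944 (pooled SD 2580), with an exact permutation p of 0.00455, the smallest possible over 220 assignments. Covered length differed by -10.2 Mb (pooled SD 5.05, exact permutation p = 0.0136), and without scramble replicate 1 by -6.84 Mb (exact permutation p = 0.0909). Merging peaks within 500 bp of each other reduced the difference in peak number to -2624 (exact permutation p = 0.0727), and at an equal calling depth of 0.55 it was 1248 (exact permutation p = 0.386). At a depth of 1.4 in the 9 libraries that reach it, the difference was -5271 (exact permutation p = 0.0119).

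To ask whether libraries of one group share more of their peaks than libraries of different groups, base-pair Jaccard indices were computed for all 66 pairs of libraries. They ranged from 0.406 to 0.824. The 4 groups accounted for more of the distances than most other partitions (permutation test of the pseudo-F statistic, 3.13, exact p = 0.00461, 71 of 15400 partitions). This test does not show which groups differ. CPT1a knockout libraries had a mean index of 0.706 among themselves, against 0.730 with acetate libraries and 0.727 with KAT2a knockout libraries. It is therefore no evidence that each group had a peak set of its own. The mean index within groups exceeded that between groups by 0.166 for CPT1a knockout and scramble (0.713 within, 0.547 between), by 0.124 for KAT2a knockout and scramble (0.746 and 0.623) and by 0.125 for acetate and scramble (0.739 and 0.615). In each of these comparisons the real split gave the largest difference of the 10 splits of the 6 libraries. For acetate and CPT1a knockout the within and between means differed by 0.00319, and 5 of the 10 splits gave as much, so these groups were not separated by their peak sets. A Jaccard index of called regions in place of base pairs changed these differences to 0.0632 for CPT1a knockout and scramble, 0.0762 for KAT2a knockout and scramble, 0.0738 for acetate and scramble and -0.0123 for acetate and CPT1a knockout, each change within the spread between pairs.

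**Figure D2:**
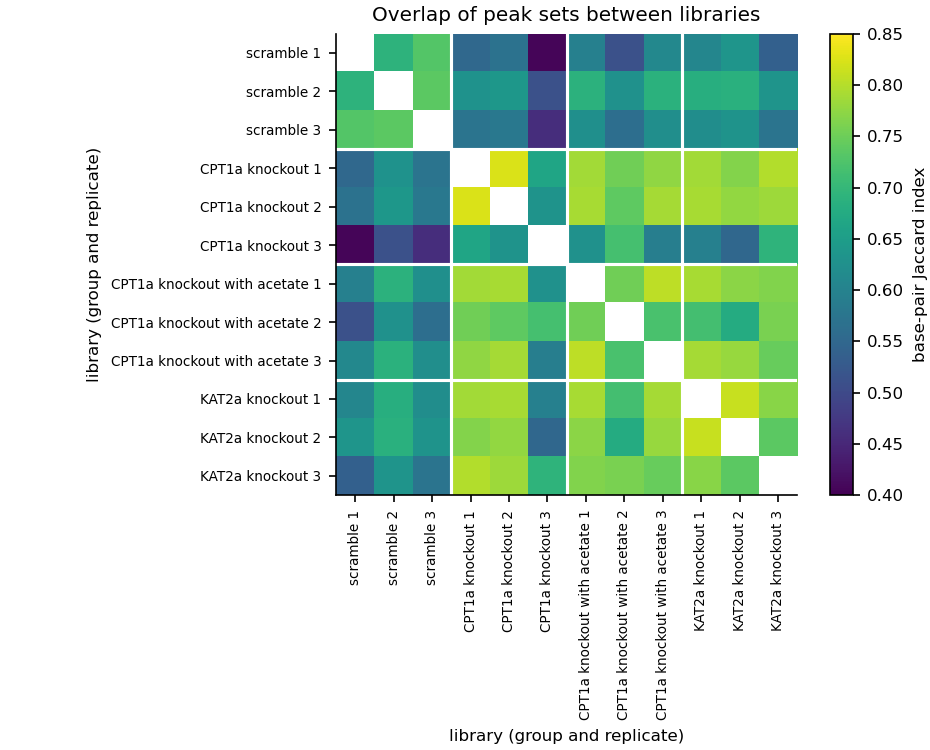
Base-pair Jaccard index (colour) for every pair of the 12 libraries, which are ordered by group on both axes with white lines between groups. Pairs of scramble libraries lie between 0.691 and 0.737, while pairs of scramble and CPT1a knockout libraries lie between 0.406 and 0.638.

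The peaks of all libraries merged into 38586 regions, of which 12098 (31.4%) were called in all 12 libraries and 13872 (35.95%) in 1 library. Between scramble and CPT1a knockout, 805 regions were called in 3 of 3 scramble libraries and in none of the knockout, and 74 showed the reverse. No other split of the 6 libraries gave more than 507 in one direction. The count for scramble was no longer above the other splits with peaks within 500 bp merged (307, other splits up to 440), with lists of equal length (84, up to 262) and at equal calling depth (75, up to 124). Equal calling depth moved these counts to 75 and 515, which exchanged the direction with more regions. A count that asks for all libraries also depends on the shallowest one: without CPT1a knockout replicate 3, 735 regions were called only in CPT1a knockout, and without scramble replicate 2, 2892 were called only in scramble. The regions called only in scramble had a median GC content of 41.1%, against 60.6% for those called only in CPT1a knockout and 47.2% for all regions, and 11.7% and 47.3% of them lay at promoters.

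The strongest regions called only in scramble were chr5:101160056-101160452 (GRCm38), in no protein-coding gene and 313639 bp from the nearest TSS, that of Gpat3, with deposited fold enrichments of 7.02 to 14.9, and chr5:30956222-30957934, within Preb and 807 bp from its TSS, with 7.47 to 12.3. The strongest called only in CPT1a knockout were chr18:24708584-24710278, over the TSS of Gm9955 within Fhod3 (8.13 to 11.03), and chr4:138453583-138455320, over the TSS of Camk2n1 (8.58 to 13.4). The former were called in 6 and 7 of the 12 libraries, and both of the latter in all 9 libraries outside the scramble group. No region was tested singly, since 3 libraries against 3 cannot give an exact permutation p below 0.1.

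Between scramble and KAT2a knockout, 623 regions were called only in scramble and 450 only in KAT2a knockout, both above the 312 that the other splits reached. With an overlap of at least 0.5 of the region neither count was above the other splits (514 and 524, other splits up to 561). The count for scramble was also not above them with peaks within 500 bp merged (190, up to 230), with lists of equal length (48, up to 174) and at equal calling depth (24, up to 81), where 1097 regions were called only in KAT2a knockout. Leaving out scramble replicate 2 gave 2572 regions called only in scramble, and leaving out KAT2a knockout replicate 3 gave 935 called only in KAT2a knockout. The strongest called only in scramble were chr2:99650733-99651092, 983432 bp from the nearest TSS (Gm10800), and chr11:121338935-121339631, within Wdr45b and 14710 bp from its TSS. The strongest called only in KAT2a knockout were chr1:119421136-119422781, over the TSS of Inhbb, and chr3:108415109-108416129, over the TSS of Celsr2, and both were called in all 9 libraries outside scramble.

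Between CPT1a knockout with and without acetate, 6 regions were called only without acetate and 41 only with it. Other splits gave up to 525, so neither count exceeded the variation between libraries. Without CPT1a knockout replicate 3, the first count was 487, and without acetate replicate 2 the second was 261. The strongest for CPT1a knockout were chr11:102572919-102573274 (nearest TSS Gm11627, at 5845 bp) and chr1:170254860-170255752 (Sh2d1b1, at 21568 bp), and those for acetate chr3:49066906-49067255 (Pcdh18, at 688209 bp) and chr1:85526651-85527230 (G530012D18Rik, at 48446 bp). Against scramble, 796 regions were called only in scramble and 177 only in the acetate group, where other splits reached 249. Without scramble replicate 2 the first count was 2930, without acetate replicate 2 the second was 500, and at equal calling depth the counts were 83 and 561. With lists of equal length the count for scramble was 94, and another split reached 192. At equal calling depth both counts were above the 48 that another split reached. The count for scramble was also above the other splits with peaks within 500 bp merged (343, up to 208). The same held with an overlap of at least 0.5 of the region (892, up to 384). The strongest for scramble were chr3:21240693-21241230 (nearest TSS Tbl1xr1, at 835422 bp) and chr5:138837274-138837647 (Gm5294, at 17194 bp), called in 8 and 5 of the 12 libraries. Those for acetate were chr18:32938522-32940533, over the TSS of Camk4, and chr18:4199007-4199397 (nearest TSS Lyzl1, at 33145 bp), both called in all 9 libraries outside scramble.

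Whether acetate moved the peak set of CPT1a knockout towards scramble was addressed in several ways. The mean Jaccard index with scramble was 0.547 ± 0.0764 in CPT1a knockout and 0.615 ± 0.0409 with acetate (SD, n = 3), a difference of 0.0679 that was close to the pooled SD of 0.0613 (two-sided exact permutation p = 0.3, smallest possible 0.1). Without CPT1a knockout replicate 3 it was 0.0239, and with a Jaccard index of called regions it was 0.0128 (exact permutation p = 0.9). Of the 805 regions called in scramble and not in CPT1a knockout, at least 2 of 3 acetate libraries called 60 (7.45%). The mirrored share, which counts regions absent with acetate and called in CPT1a knockout, was 72 of 796 (9.05%), and KAT2a knockout libraries called 123 of the 805 (15.3%). No test applies to these shares, and their order depended on single libraries: without CPT1a knockout replicate 1, 11.2% were regained with acetate against 0.126% mirrored, and without CPT1a knockout replicate 2, 18.3% against 0.126%, where the mirrored share asks for both remaining knockout libraries. The share regained with acetate rose most, to 22.7%, when 1 library sufficed, with a mirrored share of 21.9% and a KAT2a knockout share of 29.9%. It ranged from 1.99% without acetate replicate 3 to 18.3% without CPT1a knockout replicate 2.

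Peak strength was then compared by the rank of each region within its library, over the 12098 regions called in all libraries. Ranks did not overlap between CPT1a knockout and scramble in 32.9% of the regions, 2022 higher and 1954 lower in the knockout, where chance gives 10% and other splits of the 6 libraries gave 6.34% to 9.55%. The share was 29.7% for KAT2a knockout against scramble (1761 higher, 1831 lower) and 32.3% for acetate against scramble (1851 higher, 2057 lower), with other splits at up to 9.90% and 9.70%. For acetate against CPT1a knockout, it was 14.3% (701 higher, 1029 lower), above the 7.91% to 10.9% of the other splits. In all 4 comparisons the real split gave the largest share of the 10. Ranks by -log10 p moved the shares most, to 45.3% for CPT1a knockout against scramble, and removing the trend with GC content changed that share to 28.9%. In scramble libraries the rank correlation of fold enrichment with GC content across these regions was -0.362 to -0.268, against -0.128 to -0.0150 in the other 9 libraries (exact permutation p = 0.00455 for the difference in means, the smallest possible).

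**Figure D3:**
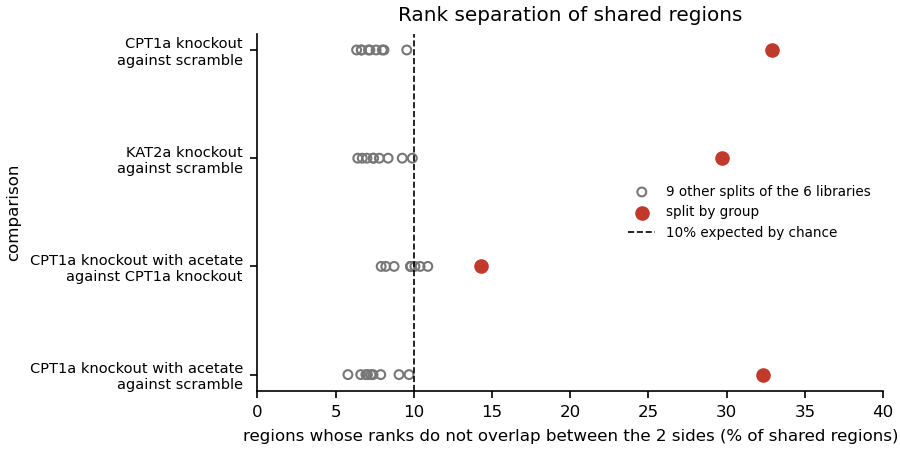
Share of the 12098 shared regions (%) whose within-library ranks do not overlap between the groups compared (filled points), beside the same share for the 9 other splits of the 6 libraries (open points) and the 10% that chance gives (dashed line). The comparisons with scramble reach 29.7% to 32.9%, and the comparison of CPT1a knockout with and without acetate reaches 14.3%.

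Spearman correlations of fold enrichment across the same regions, which are not independent replicates, lay between 0.668 and 0.894 for all 66 pairs of libraries. The mean correlation within groups exceeded that between groups by 0.117 for CPT1a knockout and scramble (0.839 within, 0.722 between), by 0.0798 for KAT2a knockout and scramble (0.8496 and 0.770) and by 0.0949 for acetate and scramble (0.870 and 0.775). For acetate and CPT1a knockout the excess was 0.0138 (0.851 and 0.838), below the spread of 0.0365 between pairs, and without acetate replicate 2 it was -0.00409. In each comparison the real split gave the largest excess of the 10.

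Promoters were examined separately, since the study asked about gene regulation. Among 21670 protein-coding genes with 54081 TSS, 11089 ± 119 had a promoter peak in scramble, 11154 ± 309 in CPT1a knockout, 11151 ± 135 with acetate and 11402 ± 92.0 in KAT2a knockout (SD, n = 3). The difference of 313 genes between KAT2a knockout and scramble exceeded the pooled SD of 106 (exact permutation p = 0.1, adjusted 0.4), while those of 65 genes for CPT1a knockout against scramble (p = 0.8), -2.67 for acetate against CPT1a knockout (p = 0.9) and 62.3 for acetate against scramble (p = 0.6) were within it, by the same exact tests. Lists of equal length moved the differences from scramble most among the settings, to 430.3, 526 and 326 genes for CPT1a knockout, KAT2a knockout and acetate. Without CPT1a knockout replicate 3, CPT1a knockout differed from scramble by 241 genes (pooled SD 104). Acetate then differed from CPT1a knockout by -179 (pooled SD 117). Without CPT1a knockout replicate 2 these differences were -46.2 and 108.5. Promoters held 48.1% ± 5.60 of the peaks in scramble, 60.6% ± 11.9 in CPT1a knockout, 56.2% ± 4.89 with acetate and 53.5% ± 4.61 in KAT2a knockout. The differences from scramble, of 12.5, 5.41 and 8.03 percentage points for CPT1a knockout, KAT2a knockout and acetate, had exact permutation p-values of 0.2, 0.3 and 0.2. With lists of equal length they were negative, at -5.39, -5.78 and -3.97. The first of them was 5.74 without CPT1a knockout replicate 3. Acetate against CPT1a knockout differed by -4.50 percentage points (exact permutation p = 0.7), and by 2.29 without that library.

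Because the study linked CPT1a and KAT2a to NF-κB signaling, H3K9ac was compared at 40 NF-κB target genes. Between 29 and 31 of them carried a promoter peak in each library, 29 in all 12 libraries and 8 in none. The remaining genes were Mmp9, called in 2 CPT1a knockout and 2 acetate libraries, Cxcl10, called in 1 scramble and 1 acetate library, and Il6, called in 1 KAT2a knockout library; these were named after their values were seen. Group means differed by 0.333 genes for CPT1a knockout against scramble, by 0 for KAT2a knockout against scramble, by 0.333 for acetate against CPT1a knockout and by 0.667 for acetate against scramble, with exact permutation p-values of 1, 1, 1 and 0.7. With TSS windows of 5 kb the first difference was -0.333.

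The ranks of the 29 promoters called in every library fell by 5.19 percentile points in the median in CPT1a knockout relative to scramble, which placed the list at the percentile 7.44 of 10000 random lists. The median change was -5.71 in KAT2a knockout relative to scramble (percentile 3.74), 1.57 for acetate against CPT1a knockout (percentile 84.7) and -1.14 for acetate against scramble (percentile 34.1). At a two-sided threshold of 0.05 none of these was outside the range of random lists. Removal of the GC trend moved the percentiles to 0.59 for CPT1a knockout and 0.49 for KAT2a knockout, both past the threshold. With the GC trend kept, single libraries also moved the percentiles. That for CPT1a knockout was 31.3 without CPT1a knockout replicate 1. That for KAT2a knockout was 27.6 without scramble replicate 2 and 0.69 without KAT2a knockout replicate 1. For acetate against CPT1a knockout it was 51.3 without acetate replicate 2, where the median change was -0.356. For acetate against scramble it ranged from 4.04 to 46.2.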

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

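No test in this part was chosen after its result was seen. Chromosome Y carried peaks in every library, from 11 in CPT1a knockout replicate 3 to 45 in CPT1a knockout with acetate replicate 3. This was a signal outside the chromosomes that were compared, and no control libraries were used here. Together the 12 lists held 325 such peaks, with a median fold enrichment of 5.21, and 103 of them (31.7%) lay beyond 90 Mb of the chromosome (GRCm38). Y-bearing cells or DNA were tested with 4 single-copy Y genes, Ddx3y, Eif2s3y, Kdm5d and Uty. Their promoters had a peak in 0 of 48 gene and library pairs, while their X relatives Ddx3x, Eif2s3x, Kdm5c and Kdm6a had one in 48 of 48, which argues against a Y chromosome in these cells at a level comparable to the X. Reads from repeats that resemble sequence on other chromosomes stay open as a source, since multiply mapped reads could not be examined in peak lists. The design names no biological difference in the sex chromosomes, and no biological explanation was tested. Including these peaks in the lists changed the direction or the side of the threshold of none of the results computed with all sequences.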

How the results depend on the processing

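Equal calling depth, the removal of the GC trend and the alternatives for single genes were chosen after the data had been seen; the other settings were fixed in advance. Of 263 values computed under other settings, 202 stayed, 45 moved, 2 became weaker, 3 stronger and 11 reversed. A difference in means or similarity stayed if it changed by less than the spread between replicates or pairs. Values set against a threshold stayed if they kept their direction and their side of it. Counts of group-specific regions and shares of separated ranks stayed within a fixed ratio to the main value. Regained shares stayed within a binomial interval over regions, which does not measure the spread between replicates. By these rules, the rank separation and rank correlations of shared regions, the group structure and the covered length in the 4 comparisons stayed under every setting run for them. The separated share for CPT1a knockout against scramble still rose from 32.9% to 45.3% with ranks by -log10 p. At equal calling depth, covered length and base-pair Jaccard indices rest on the deposited peak widths. The Jaccard differences between scramble and each other group also stayed. That between acetate and CPT1a knockout, 0.00319 in the main setting, was -0.0123 with a Jaccard index of called regions, a change within the spread between pairs. The difference in the closeness of acetate and CPT1a knockout libraries to scramble fell to 0.0128 with that index (exact permutation p = 0.9). Unless a construction is named, the cause was not tested.

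With the stricter threshold, the differences in peak number became -6030 for KAT2a knockout and -6628 for acetate against scramble. Regions called only in scramble numbered 523 against CPT1a knockout and 375 against KAT2a knockout, and 27 were called only with acetate against CPT1a knockout. The mirrored share was 12.3% and the KAT2a knockout share of regained regions 21.8%.

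Lists of equal length keep only the strongest peaks of long lists, which removes weak scramble peaks by construction. Against scramble, 84 regions were then called only in scramble and 426 only in CPT1a knockout, 48 only in scramble for KAT2a knockout, and 94 only in scramble and 276 only with acetate. Between CPT1a knockout and acetate the counts were 54 and 19. Shares regained were 14.3% with acetate, 18.1% mirrored and 27.4% in KAT2a knockout. Genes with a promoter peak differed from scramble by 430.3, 526 and 326 for CPT1a knockout, KAT2a knockout and acetate, and the share of peaks at promoters reversed, to -5.39, -5.78 and -3.97 percentage points. TSS windows of 5 kb also changed the sign of these shares, to -0.968, -5.55 and -0.951 (pooled SD 7.33, 3.48 and 3.94, exact permutation p = 0.9, 0.2 and 0.9). With them the NF-κB gene count in CPT1a knockout against scramble differed by -0.333, and the rank percentile of the list in KAT2a knockout was 1.66, past the threshold.

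Merging peaks within 500 bp joins narrow peaks by construction. Peak number then differed from scramble by -3433, -1658 and -2780.3 for CPT1a knockout, KAT2a knockout and acetate, and by -2624 for the 9 libraries together (exact permutation p = 0.0727). Covered length of the 9 libraries together differed by -11.9 Mb (exact permutation p = 0.00455). Regions called only in scramble numbered 307, 190 and 343 for CPT1a knockout, KAT2a knockout and acetate. With an overlap of at least 0.5 of the region, 1337 were called only in scramble against CPT1a knockout and 85 only with acetate against CPT1a knockout. With a call in at least 1 of 3 libraries, which can only add regions, the shares regained were 22.7%, 21.9% mirrored and 29.9% in KAT2a knockout.

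At an equal calling depth of 0.55, the differences in peak number changed sign, to 266, 1686 and 1793 for CPT1a knockout, KAT2a knockout and acetate against scramble. Each of these was below its pooled SD (865, 1688 and 2563). For the 9 libraries together the difference was 1248 (exact permutation p = 0.386). The covered length of the 9 libraries differed by -5.61 Mb (exact permutation p = 0.0545). At a depth of 1.4, that of the 6 libraries outside scramble that reach it differed by -6.44 Mb (exact permutation p = 0.0238). At 0.55, regions called only in scramble and only in the other group numbered 75 and 515 for CPT1a knockout and 24 and 1097 for KAT2a knockout. For acetate they numbered 83 and 561, and 41 were called only in CPT1a knockout against acetate. Shares regained were 14.7%, 20.5% mirrored and 42.7% in KAT2a knockout. Thinning to this depth removes peaks mainly from the deeper lists: CPT1a knockout replicate 3, the shallowest, kept 16136 of its 16201 peaks. It leaves the deposited widths of kept peaks unchanged, so the covered lengths at both depths may still carry an effect of depth.

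With the GC trend removed, the NF-κB rank percentile passed the threshold at 0.59 for CPT1a knockout and 0.49 for KAT2a knockout against scramble. The Rela promoter in CPT1a knockout against scramble reversed to -3.63, and in KAT2a knockout, where the change was within the spread, it was -1.77. Of the other single-gene values, 3 moved, all in acetate against scramble.

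Of 300 values that each left out 1 library, 261 stayed, 37 moved, 1 became weaker and 1 stronger. A count that asks for 3 of 3 libraries can by construction only stay or rise when 2 remain. Against CPT1a knockout, regions called only in scramble ranged from 805 without CPT1a knockout replicate 3 to 2892 without scramble replicate 2, and those called only in CPT1a knockout from 76 to 735 without CPT1a knockout replicate 3. For KAT2a knockout the ranges were 650 to 2572 and 490 to 935, and for acetate against scramble 840 to 2930 and 194 to 500, with the highest values without scramble replicate 2 for scramble, KAT2a knockout replicate 3 and acetate replicate 2. Between CPT1a knockout and acetate they were 6 to 487 and 42 to 261, highest without CPT1a knockout replicate 3 and acetate replicate 2. Shares regained ranged from 1.99% without acetate replicate 3 to 18.3% without CPT1a knockout replicate 2, mirrored from 0.126% without CPT1a knockout replicate 1 to 20.1% without acetate replicate 3, and in KAT2a knockout from 7.26% without scramble replicate 2 to 30.6% without CPT1a knockout replicate 2. The NF-κB percentile ranged from 0.69 without KAT2a knockout replicate 1 to 27.6 without scramble replicate 2 for KAT2a knockout, and from 6.34 to 31.3 for CPT1a knockout, the latter without CPT1a knockout replicate 1. Covered length in the 9 libraries against scramble ranged from -12.7 to -6.84 Mb, with exact permutation p-values of 0.00606 to 0.0909, the latter without scramble replicate 1, and peak number from -11493 to -8904 (exact permutation p 0.00606 to 0.0182).

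Replicate numbers did not pair the libraries: rank deviations of same-numbered libraries correlated at -0.00426 in the mean over 18 pairs (-0.0543 to 0.0783), and those of differently numbered ones at -0.0913 to 0.0975 over 36 pairs. With the replicate number as a block, the difference in peak number for CPT1a knockout stayed at -12031 with an exact sign-flip p of 0.25, the smallest that 8 flips allow, so the blocked tests could not pass 0.05.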

Other observations

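The merging of peaks within 500 bp, the counts over other splits of the 6 libraries for regions and rank separation, and the omission of single libraries from them were fixed in advance, although the use of merging as a test of split peaks was not, and the test of the GC trend within promoters and distal regions was chosen before its result was seen; the other tests in this part, which are those at equal calling depth, with the GC trend removed, of the GC trend against depth, on the X chromosome, on the NF-κB list and on choices of 3 of the 12 libraries, were chosen only after the data or the result had been seen.

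The scramble libraries held more peaks than the other 9 libraries. Calling depth alone is argued against among the 9 libraries that reach a depth of 1.4: at that depth the other 6 still had fewer peaks, with a difference of -5271 (exact permutation p = 0.0119 over 84 assignments), and the scramble libraries had 26292 to 30342 peaks against 20446 to 23532. With all 12 lists at 0.55, the difference was 1248 (exact permutation p = 0.386), so depth may account for part of the surplus and stays open as such. Broad regions split into several narrow peaks are a candidate explanation for much of the surplus. With peaks within 500 bp merged, scramble libraries had 19924 ± 1773 (SD, n = 3) and the others 17300.0 ± 1961 (SD, n = 9), a difference of -2624 (exact permutation p = 0.0727), and the median widths were narrower in scramble before merging. Whether a preparation batch or the genotype produced this cannot be told apart, since all libraries outside scramble are knockouts and the labels state no batch. Median deposited fold enrichment was also lower in the scramble lists (5.59 to 7.09, against 8.72 to 13.2 in the other 9). Its relation to the number and width of peaks was not tested.

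CPT1a knockout replicate 3 had the fewest peaks. A shallow control library is a candidate explanation: with all 12 lists at a depth of 0.55 it had 16136 peaks, within the 14703 to 21602 of the other 11 libraries. At that depth the regions called only in scramble against CPT1a knockout were 75 and those called only in the knockout 515, so the surplus of regions called only in scramble may come from depth. At 1.4, where this replicate is left out, 526 regions were called in 3 of 3 scramble and 0 of 2 knockout libraries and 955 in 2 of 2 knockout and 0 of 3 scramble libraries, although the latter asks for fewer libraries. A set of 494 regions was called in 3 of 3 scramble and 0 of 9 other libraries in the lists as deposited. Among 100 drawn choices of 3 of the 12 libraries, the real one included, only the real 1 had as many, and the next of those drawn had 77, but scramble was also the deepest group. At 1.4, 311 regions were called in the 3 scramble and 0 of the 6 other libraries, where the next of 84 choices had 117, while with all 12 lists at 0.55 there were 14 such regions, and another of the 100 drawn choices had 137. Calling depth and a difference between scramble and the rest therefore cannot be told apart for these regions, since the outcome differed between both depths and the higher one leaves out 3 libraries. Conversely, 28 regions were called in the 9 others and in no scramble library, where the other drawn choices gave up to 64.

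Other splits of the libraries bound what 3 libraries against 3 can show, since the share can never be below 0.1. For regions called only in scramble, 1 of the 10 splits of the 6 libraries gave as many as the 805 against CPT1a knockout, 1 of the 10 splits as many as the 623 against KAT2a knockout, and 1 of the 10 splits as many as the 796 against acetate. For regions called only in the other group, it was 6 of the 10 splits for the 74 in CPT1a knockout, 1 of the 10 splits for the 450 in KAT2a knockout and 3 of the 10 splits for the 177 with acetate. Between acetate and CPT1a knockout, it was 10 of the 10 splits for the 6 regions and 7 of the 10 splits for the 41. These are counts in the lists as deposited. With peaks within 500 bp merged, 2 of the 10 splits gave as many as the 307 and the 190 called only in scramble against CPT1a knockout and KAT2a knockout. At an equal calling depth of 0.55, 1 of the 10 splits gave as many as the 515, 1097 and 561 called only in CPT1a knockout, KAT2a knockout and acetate. For the 75, 24 and 83 called only in scramble it was 2, 5 and 1 of the 10. With lists of equal length it was 1 of the 10 for the 426, 594 and 276 called only in the other group. For the 84, 48 and 94 called only in scramble it was then 2, 4 and 2. The counts in the lists as deposited depend on single libraries. Without scramble replicate 2, 2892, 2572 and 2930 regions were called only in scramble against CPT1a knockout, KAT2a knockout and acetate. Without CPT1a knockout replicate 3, 735 and 487 were called only in CPT1a knockout against scramble and acetate. Without KAT2a knockout replicate 3, 935 were called only in KAT2a knockout. Without acetate replicate 2, 500 and 261 were called only with acetate against scramble and CPT1a knockout. Without any 1 CPT1a knockout library, 2 of the 10 splits gave as many as the 805 to 1112 called only in scramble. It was also 2 of the 10 for the 1013 against CPT1a knockout without scramble replicate 1. It was 3 of the 10 for the 703 against KAT2a knockout without KAT2a knockout replicate 1. Without scramble replicate 2 it stayed 1 of the 10 against each other group. For the share of regions whose ranks did not overlap, 1 of the 10 splits gave as large a share in each of the 4 comparisons.

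Regions changed rank between scramble and the other groups, and scramble ranks fell more steeply with GC content. GC content is argued against as the whole cause of the rank changes: with the trend removed, 28.9% of the regions were still separated between scramble and CPT1a knockout. In the simulation of this comparison a planted GC trend separated 38.0% of unchanged regions, and its removal left 16.6%, where regions without a trend gave 9.87%, so part of what remains may be a trend that was not fully removed. A mixture of promoters and distal regions of different GC content is argued against as the cause of the trend itself, as the gap between scramble and the other libraries was at least 0.138 in rho within 9799 promoter and within 2299 distal regions. Calling depth is also argued against, since the scramble libraries lay -6.37 SD from the line of the other 9 against depth. A batch with another GC response of the library preparation and a difference between scramble and knockout cells both stay open and cannot be told apart. The scramble lists also had a lower median deposited fold enrichment, at 5.59 to 7.09 against 8.72 to 13.2 in the other 9. Its relation to the GC trend and to the rank changes was not tested.

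The Kat2a promoter ranked lower in scramble than in the other groups, CPT1a knockout included. GC content is argued against: with the trend removed, the other 9 libraries ranked 26.5 percentile points higher in the mean (exact permutation p = 0.0182), although the margin was small, with the highest scramble library at 7.20 and the lowest other at 7.88. Kat2a was not exceptional, as 482 promoters (4.53%, against 0.455% by chance) had all scramble ranks below the other 9, 866 had them above, and 523 promoters rose more than Kat2a. Its lower rank in scramble may therefore be part of the reordering of many promoters between scramble and the rest, and a response of the Kat2a promoter to either knockout stays open and untested.

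The promoters of the NF-κB list ranked lower in CPT1a knockout and KAT2a knockout than in scramble once the GC trend was removed. The mean rank of the list's promoters is argued against as the cause: among 10000 lists matched on mean rank, the list stood at the percentile 0.68 for CPT1a knockout (median change -9.24, 23 of 29 genes lower) and 0.75 for KAT2a knockout (-8.51, 20 of 29 lower). In each comparison, 1 of the 10 splits of the 6 libraries, the real one, gave a median change as large, and the others reached 5.82 and 6.86 at most. For acetate against CPT1a knockout, the percentile was 92.2 (2.58), and for acetate against scramble 10.9 (-4.25, 18 of 29 lower). The result depends on single libraries: without 1 library the percentile with the GC trend removed ranged from 0.425 to 6.13 for CPT1a knockout, the latter without scramble replicate 1, from 0.495 to 28.8 for KAT2a knockout, the latter without scramble replicate 3, and for acetate against scramble from 2.04 without scramble replicate 2 to 26.4 without acetate replicate 1. As a hypothesis, H3K9ac at these promoters may be lower relative to other promoters in both knockouts, but 29 of the 40 genes carried a peak in all libraries, both comparisons share the scramble libraries, and a batch stays open.

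X chromosome regions changed rank between groups. With the GC trend removed, their median change was -2.36 for KAT2a knockout against scramble, outside the -1.71 to 0.984 of the 19 other chromosomes, and 3.28 for CPT1a knockout against scramble, outside -1.98 to 0.951. It was -3.50 for acetate against CPT1a knockout, outside -1.71 to 1.20, and -0.752 for acetate against scramble, within -2.84 to 1.79. The medians of single libraries overlapped between scramble and KAT2a knockout, and CPT1a knockout replicate 1 lay apart from its group at 44.9. Those with acetate (36.3, 33.1 and 36.9) all lay below those of CPT1a knockout (44.9, 37.2 and 39.2), by a small margin. With 3 libraries of each group, a remaining GC effect and variation between libraries cannot be told apart, and a difference between the groups stays open and untested.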
